# Transcriptomic Analysis of Postnatal Rat Carotid Body Development

**DOI:** 10.3390/genes15030302

**Published:** 2024-02-27

**Authors:** Ning Wang, Ying-Jie Peng, Wenjun Kang, Matthew Hildreth, Nanduri R. Prabhakar, Jayasri Nanduri

**Keywords:** carotid body, hypoxia, RNA-Seq, oxidative phosphorylation, mitochondria

## Abstract

The carotid body (CB), located bilaterally at the carotid artery bifurcations, is the primary sensory organ for monitoring arterial blood O_2_ levels. Carotid bodies are immature at birth, exhibiting low sensitivity to hypoxia, and become more sensitive with maturation during the first few weeks of neonatal life. To understand the molecular basis for the postnatal developmental hypoxic responses of CB, we isolated CBs from 5-day and 21-day-old Sprague–Dawley rats and performed RNA sequencing, which allows comprehensive analysis of gene expression. Differentially expressed genes (DEGs) were generated using Edge R, while functional enrichment analysis was performed using gene-set enrichment analysis (GSEA). Analysis of RNA-Seq data showed 2604 DEGs of the total 12,696 genes shared between neonates and adults. Of the 2604 DEGs, 924 genes were upregulated, and 1680 genes were downregulated. Further analysis showed that genes related to oxidative phosphorylation (Ox/phos) and hypoxia-signaling pathways were significantly upregulated in neonatal CBs compared to adult CBs, suggesting a possible link to differential developmental hypoxic responses seen in CB. Genes related to cytokine signaling (INFγ and TNFα) and transcription factors (CREB and NFΚB) mediated pathways were enriched in adult CBs, suggesting that expression of these pathways may be linked to developmental regulation. The RNA-Seq results were verified by analyzing mRNA changes in selected genes by qRT-PCR. Our results of enrichment analysis of biological pathways offer valuable insight into CB hypoxic sensing responses related to the development process.

## 1. Introduction

Systemic hypoxia, arising due to moderate drops in oxygen (O_2_) levels in the arterial blood, is a fundamental physiological stimulus that can be acute, ranging from seconds to minutes, or chronic, lasting several hours to days. Acute hypoxia at the systemic level evokes rapid changes in the cardiorespiratory systems, which are crucial to ensure optimal O_2_ delivery to tissues and to prevent further widespread hypoxemia [1]. Cardiorespiratory responses to acute hypoxia are initiated by the activation of carotid bodies (CB), which are the major sensory organs for monitoring arterial blood O_2_ levels [2,3]. CB is a highly vascularized tissue and is made of two major cell types: glomus cells (type I), which are of neuronal origin, and sustentacular cells (type II), which resemble glial cells of the nervous system, in addition to minor cell types including endothelial, immune and connective tissue cells [2].

In vitro CB sensory activity recordings show that CBs exhibit low sensitivity to hypoxia at birth and become more sensitive during the first 15–30 days following birth [4,5]. Cellular studies on glomus cells, the primary site of O_2_ sensing, showed that the postnatal increase in CB hypoxic sensitivity is linked to glomus cell maturation, with multiple players being critical to this process [4,6]. Increased density of O_2_-sensitive K+ channels [4,7], increased intracellular calcium levels [8], modulation of mitochondrial metabolism [9], and maturation of neurotransmitters [10] have been reported as possible cellular mechanisms for increased CB response to hypoxia in adults. Another consensus view is that CB O_2_ sensitivity is adapted to the low PaO_2_ environment of the fetus (23–27 mmHg) due to the expression of hERG-like K+ currents [11] and their postnatal downregulation due to the rise in PO_2_ after birth [12,13]. However, a systematic study of genetic factors accounting for developmental changes leading to postnatal increase in CB O_2_ sensitivity has not been addressed.

Next-generation sequencing technologies have revolutionized genomic research to explore transcriptome expression changes without prior assumptions. RNA-seq is a powerful quantitative tool to analyze genome-wide expression, which is closely related to gene functionality. The aim of this study is to use the RNA-Seq dataset to identify the variations in the transcriptome of neonatal pups and adult rats to provide insights into the complex molecular pathways that may play a role in the CB hypoxic sensitivity with development. Although transcriptomic profiling of CB at the whole tissue [14,15,16] and single glomus cell [17] has been reported previously, this represents the first study to comprehensively catalog transcriptome profiles of CBs in two developmental stages (neonate vs. adult), which provides a useful resource to address other aspects related to diseases, drug efficacy, and toxicity mechanisms.

## 2. Materials and Methods

### 2.1. Animal Study

All experimental protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Chicago (approved protocol #71811). Sprague–Dawley pregnant rats purchased from Charles River Laboratories were used for the experiments. Mother was housed on a 12 h light–dark cycle and fed ad libitum a standard pelleted rodent diet with free access to the water. Pups aged 5 days were sacrificed by IP urethane injection, and bifurcations were harvested. One third of the litter was allowed to grow for 21 days, after which they were sacrificed, and CB bifurcations were harvested. CBs were isolated from the bifurcations and immediately transferred to an RNA stabilizing solution (RNAlater) at 4 °C.

### 2.2. RNA Extraction, Illumine Library Preparation, and Sequencing

Total RNAs were extracted using the Direct-ZOL RNA micro prep kit (Zymo Research; #R2060, Irvine, CA, USA) according to the manufacturer’s instructions. For each experiment, CBs from eight pups (postnatal day 5) or four adult rats (postnatal day 21) were pooled. The experiment was run in 3 biological triplicates, resulting in a total number of 24 P5 pups and 12 P21 rats. The concentration and integrity of the isolated RNA samples was determined using Nanodrop1000 (NanoDrop Technologies, Thermo Fischer Scientific, Waltham, MA, USA) and Agilent Bioanalyzer RNA kit. Samples were then provided to the University of Chicago Genomics Core Facility (RRID: SCR_019196) for RNA sequencing. cDNA library construction was carried out with 100 ng of total RNA input followed by 100 bp paired-end sequencing (using PolyA+ selection) on an Illumina NovaSEQ 6000 platform.

### 2.3. mRNA-Seq Bioinformatics Analysis

The processing pipeline of the sequencing data by the University of Chicago’s CRI Bioinformatics core is described as detailed below. The quality of raw sequencing reads was conducted with Fast QC and pre-processed to trim low-quality reads and remove adapters. The reads were mapped to the rat reference transcriptome (Rnor_6.0.102) using STAR version 2.6.1d, which was used to summarize data from transcript level to gene level (Ensembl 84 reference genomes). Following read alignment, the gene expression profiles were quantified using Salmon to obtain the Fragments Per Kilobase of transcript per million mapped reads (FPKM). The matrix of read counts and the design file were imported to R and, subsequently, voom normalized before being subjected to downstream descriptive statistics analysis. To identify differentially expressed genes, data were normalized using the TMM method in the Edge R package. The raw RNA-Seq data are accessible via GEO (GSE #252955). Volcano plots were created using ggplot2 R package.

### 2.4. Functional Annotation Analyses with Identified DEGs

To obtain a complete picture of gene expression changes associated with development, we performed ranked gene list analyses using gene-set enrichment analysis (GSEA) software (v4.2.2) [18]. In the GSEA method, transcript abundance was analyzed from a ranked list of all available genes to identify the regulation of functionally related gene sets with statistically significant enrichment. Analyses in GSEA were performed on normalized counts generated in Edge R and for annotated genes only. Functional enrichment of DEGs was performed by the gene ontology biological process (GOBP), Kyoto encyclopedia of genes and genomes (KEGG), REACTOME, BIOCARTA, and HALLMARK databases. An absolute fold change ≥ 2 and false discovery rate (FDR) adjusted *p*-value threshold was set to *p* < 0.05 for up- and downregulated genes.

### 2.5. Protein–Protein Interactions between DEGs

PP1 (protein–protein interaction) network of DEGs was constructed using the STRING database. A protein interaction map was uploaded to Cytoscape (http://apps.cytoscape.org/, accessed on 17 November, 2022) to find core node clusters. Cytohubba application in Cytoscape was applied to select the top 10 most central or key hub nodes ranked by the MCC (maximal clique centrality) algorithm.

### 2.6. QRT-PCR (Quantitative Reverse Transcription-PCR)

QRT-PCR was performed using an iScript cDNA synthesis kit and SsoFast EvaGreen (Bio-Rad, Hercules, CA, USA) as a fluorogenic binding dye. Housekeeping genes 18S RNA and β-actin were included as controls for quantitation of data. Changes in target mRNA expression were calculated based on the Δ(ΔCt) method [19], and data are shown as mean ± SEM. Statistical significance defined by *p* ≤ 0.05 was determined by one-way ANOVA followed by a post hoc Tukey HSD. Primer sequences used in this study are listed in Supplementary Table S1.

## 3. Results

### 3.1. Generating RNA-Seq Data for Differential Expression Analysis from Neonatal and Adult CBs

RNA-seq analysis was performed on CBs harvested from neonate (day 5) and adult (day 21) SD rats. 

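The carotid body (CB) is a small organ at the fork of the carotid artery whose glomus cells sense blood oxygen. Total RNA of CBs pooled from several Sprague-Dawley rats made each library, and 4 libraries were analysed here, 2 from neonates (day 5) and 2 from adults (day 21). The paper gives n = 3 replicates per age, each pooled from 8 pups or 4 adults, while the sample labels give 6 pups or 3 adults per library. The RNA input is 100 ng per library in the paper and 1000 ng in the labels. After poly A+ selection and paired-end sequencing, the authors trimmed the reads, used STAR and Salmon with the rat reference Rnor_6.0.102, and summed the estimates to 32883 genes. The deposited values are these estimated counts, not normalized and not filtered. They sum to 39476110 and 38506468 in the neonatal libraries and to 37778975 and 36286191 in the adult libraries. At these totals, 3 counts, taken here as the floor of detection, correspond to between 0.0760 and 0.0827 CPM. This floor covers counting error only. Counts were rounded to whole numbers, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, neonate over adult, with Benjamini-Hochberg adjustment over all genes tested. A positive log2 fold change means a higher level in neonates. CPM are given as mean ± SD over the 2 libraries of an age. Standard errors of log2 fold changes are the absolute log2 fold change over the square root of the quasi-likelihood F. They restate that test and are no separate measure of precision. With 2 libraries against 2, the smallest two-sided p that an exact permutation test of a single gene can give is 0.333, so a p of 0.05 is out of reach for such a test, and the adjusted p come from edgeR's model, which shares the estimate of spread across genes. Counts of the 2 neonatal libraries differed from each other by 36.8 in chi-square per degree of freedom and those of the adult libraries by 17.1, well above sampling noise, and each library was counted as 1 replicate.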

Day 5 and day 21 rats were chosen because (1) CB hypoxic chemosensitivity increases during the first 2–4 weeks of postnatal development. and (2) gestational and the weaning age for rats is around 21 days. RNA sequencing was performed from RNA isolated from three biological replicate samples (*n* = 3). For each biological replicate, CBs from eight pups or four adult rats were pooled to obtain sufficient material for RNA sequencing. The data obtained included both females and males. Hence, sex difference expressions were not taken into account in the analysis. RNA-Seq libraries were constructed with total RNA using poly A+ selection, combined with the Illumina NovasSEQ platform, which allowed us to detect most polyadenylated transcripts. 

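The 13 protein-coding genes of mitochondrial DNA took 18.7% and 15.6% of the counts in the neonatal libraries, against 9.06% and 9.08% in the adult libraries. In each library, the 10 genes with the most counts took 18.8% and 15.9% of the counts in neonates and 10.00% and 10.2% in adults. TMM normalization gave factors of 0.902 and 0.935 for the neonatal libraries and of 1.08 and 1.10 for the adult libraries. Normalized to library size alone, without TMM, the median log2 fold change of all genes tested moved from -0.0029 to -0.25, and gene families are therefore given relative to the median of all genes.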

The total number of reads varied between 15 and 20 million per sample. The reads were mapped to rat transcriptome (Rnor_6.0.102). Filtering was carried out to remove non-coding protein genes, which reduced the number of genes from 32,883 to 22,245. 

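Matched by symbol or synonym to a RefSeq gene table of the assembly GRCr8, 636 of the 32883 genes were annotated as other than protein-coding and were removed, 18567 were annotated as protein-coding, and 13680 had no biotype there and were kept. Of the 32247 genes left, 13843 had at least 1 CPM in at least 2 libraries and were tested, and 93.1% of the genes tested had a biotype. Keeping only genes annotated as protein-coding left 12882 genes, and no counts at all were found for 13356 of the genes listed.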

Further filtering for low expression genes (with less than 1 count per million, CPM) in both of the duplicate samples reduced the number to 13,488 genes, which were considered for differential expression analysis. 

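Over the 13843 genes tested, the first principal component of log2 CPM (TMM, prior count 2) held 85.3% of the variance. The neonatal libraries lay at -57.9 and -56.5 on it and the adult libraries at 54.9 and 59.5. The second component held 10.1% and parted the neonatal libraries from each other, at 27.7 and -28.0, with the adult libraries at -0.531 and 0.850. Without a filter on low counts the share of the first component was 69.7%, the largest move among the alternatives. Across genes, Spearman's rho was 0.992 between the neonatal libraries, 0.995 between the adult libraries and from 0.926 to 0.937 across ages, with genes not being independent replicates.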

Principle component analysis showed a discrete separation between neonatal and adult CB expression profiles (Figure 1A).

### 3.2. Transcriptional Regulation Differences between Neonatal and Adult Carotid Bodies

The total number of genes expressed between the two developmental stages of neonates vs. adults did not differ significantly. 

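At least 1 CPM in both libraries of an age was reached by 12982 of the genes tested in neonates and 13493 in adults, and 12707 reached it at both ages. Another 161 genes had at least 1 CPM in both neonatal libraries and less in both adult libraries, which is 1.21% of the 13332 genes counted as shared or expressed at one age. In adults there were 464 such genes, or 3.48%. These counts describe where genes fall against the 1 CPM level and come from no test.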

For example, 12,696 genes were commonly shared between both developmental stages, while very few genes (<0.25%) were found to be uniquely expressed in neonatal and adult CBs. However, comparative gene expression analysis of the RNA-Seq data identified significant changes in gene expression between neonates and adults. 

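Among the genes called and with no overlap between ages, the largest log2 fold changes toward neonates in edgeR's estimate belonged to Pth (ENSRNOG00000014318), LOC108348130, Gcm2 (ENSRNOG00000015008) and a pair of entries named 5_8S_rRNA, which have no biotype in the gene table used and were kept. All of these had at most 3 counts in both adult libraries, so their folds are lower bounds taken against the floor. Pth, which encodes parathyroid hormone, was at least 13278-fold higher in neonates, with 1773 CPM in neonate replicate 1, 208 CPM in neonate replicate 2 and 0 counts in both adult libraries (adjusted p = 0.00013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gcm2 was at least 169-fold higher, with 22.2 and 3.03 CPM in the neonatal libraries. Parathyroid tissue in the neonatal pools is a candidate source of Pth and Gcm2, so their folds need not be changes in CB cells. LOC108348130 was at least 761-fold higher. Toward adults, the largest by the same estimate were LOC102556337 (at least 89.5-fold), RragB (at least 85.5-fold), LOC103692171 (at least 83.1-fold), LOC103689945 (at least 69.8-fold) and Omd (at least 47.3-fold), each with 0 counts in both neonatal libraries. The order is that of the estimate, which has no bound at 0 counts, and not of the lower bounds. Myoc, 478-fold higher in adults, is above every bound given toward adults, and Rhcg, 156-fold higher in neonates, is above those of the 5_8S_rRNA entries. Rhcg had 33.6 CPM in neonate replicate 1 and 2.20 CPM in neonate replicate 2. Its log2 fold change was 7.28, and 4.26 without neonate replicate 1, so its place above those bounds rests on that library. Of the 10 entries with the largest estimates, 8 have fractional estimated counts, which arise where reads are shared with another copy of the sequence, and their levels are uncertain for that reason.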

The distribution of differentially expressed genes (DEGs) is shown in the volcano plot mapped by statistical differential gene expression data (adjusted *p*-value) versus magnitude of expression change (Log 2-fold change) between neonates and adults, with the gene names of the most significant and highest expression change listed (Figure 1B). Of the 12,696 genes commonly shared genes, a total of 2604 genes showed differential expression by comparing the neonates with that of adults as analyzed by *t*-test (*p*-value ≤ 0.05, fold change FC ≥ 2 or ≤0.5). Of the 2604 DEGs, as many as 924 were upregulated, and 1680 genes were downregulated in neonates (Figure 1C).

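At an adjusted p under 0.05 and a fold change of at least 2, 1063 genes were higher in neonates and 1822 were lower in neonates, 2885 in all of the 13843 tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 83.0% of all genes tested, both neonatal libraries lay on the same side of both adult libraries, which chance gives for 33.3%. This held for 2884 of the 2885 genes called, which follows from their selection for a difference between ages and has no chance share to compare with. The other gene, LOC685963, is named for its overlap. All 4 libraries were above the floor of 3 counts for 2807 of the genes called. Without a minimum fold change, 4325 genes were higher and 4300 lower in neonates, which moved the counts most. Scaled to library size alone, 704 genes were higher and 2549 lower, so the share of called genes that were higher in neonates was 21.6% in place of 36.8%.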

### 3.3. Transcriptional Signatures and DEG Responses Associated with Neonatal CBs

To gain further insight into the potential function of the DEGs, we performed a gene-set enrichment analysis (GSEA) analysis. GSEA of normalized counts of genes expressed in neonates compared with those expressed in adults showed that ten gene sets were significantly enriched in neonatal CBs (FDR ≤ 25%) (Figure 2A). 

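Gene families were defined by gene symbol, since the gene sets named in the paper were not used here, and 13 families were ranked on the difference of mean log2 CPM between ages and tested by fgsea's gene-label permutation with Benjamini-Hochberg adjustment over the families, at the paper's threshold of 0.25. Each value is the family's median log2 fold change minus that of all genes tested. The permutation takes genes as independent units, so its p do not measure the spread between the 2 libraries of an age. For genes that move together, as the mtDNA-encoded ones may, these p can be too small. The permutation gave 1.17 (adjusted p = 2.3e-06) for the subunits encoded by mitochondrial DNA. By the same permutation, subunits of complex I were at 0.67 (adjusted p = 2.8e-06), of complex III at 0.71 (adjusted p = 0.028), of complex IV at 0.80 (adjusted p = 1.2e-05) and of complex V at 0.78 (adjusted p = 0.00062). Complex II, with 4 genes, was at 0.39 (adjusted p = 0.32) and did not pass the threshold in this permutation. It passed under a pair of alternatives, with an adjusted p of 0.10 when genes were ranked by the signed square root of the quasi-likelihood F and 0.19 with limma camera, out of 0.10 to 0.65 over all alternatives. In the permutation, glycolytic enzymes did not differ from the other genes, at 0.070 (adjusted p = 0.997). Toward adults, by permutation, protocadherins were at -1.43 (adjusted p = 4.3e-10), with the p at the smallest that fgsea estimated here, and Foxo factors at -1.58 (adjusted p = 0.025). The Foxo factors, with 4 genes, came close to the threshold when ranked by the signed square root of the quasi-likelihood F. Their adjusted p by permutation was then 0.24, the highest of a range that starts at 0.0094 over all alternatives. With a mean of at least 5 CPM, protocadherins were at -0.58 (adjusted p = 0.056 by permutation), out of 4.0e-10 to 0.056 over all alternatives. Values relative to the median of all genes do not move with a scaling that shifts all genes alike, so they do not test it.

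**Figure D1:**
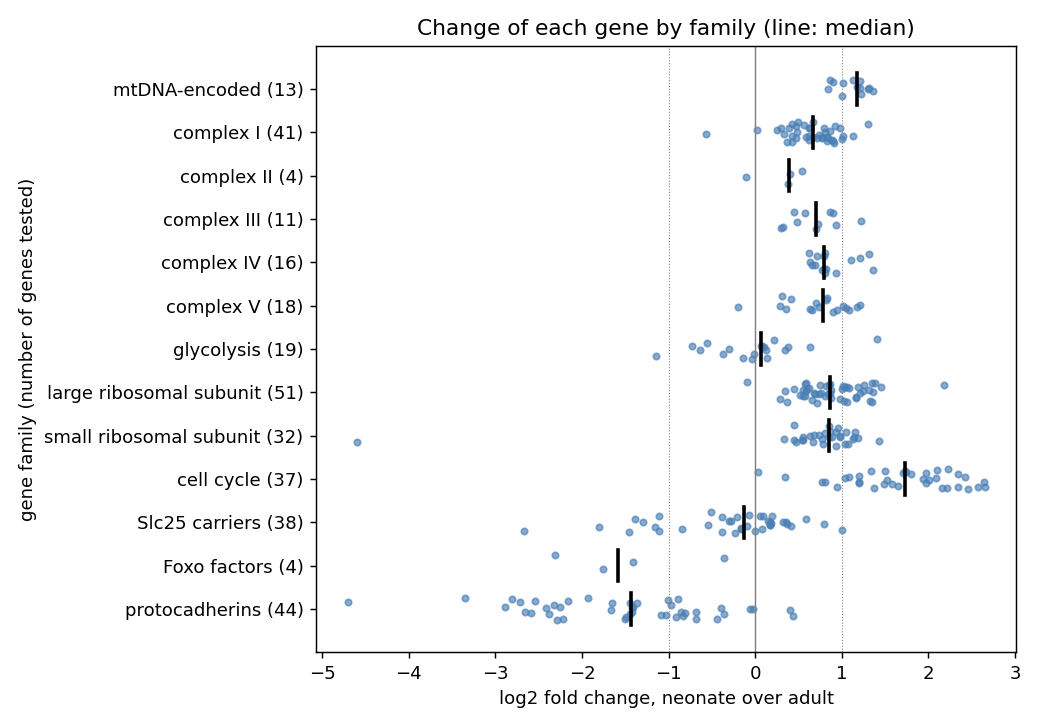
Log2 fold change (neonate over adult, horizontal axis) of each gene tested in the 13 gene families (vertical axis, number of genes in parentheses); each point is a gene, the black line the family's median, and dotted lines mark a fold change of 2. The mtDNA-encoded genes all lie between 0.85 and 1.36, while glycolytic genes spread from -1.15 to 1.41. Scaling to library size alone shifts the median of all genes to -0.25, and with it moves the absolute median of glycolysis below 0.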

The top highly enriched gene sets seen in the neonatal CBs were oxidative phosphorylation (ox/phos) and hypoxia pathways, categories known to play a role in oxygen sensing. Enrichment of the ox/phos gene-set by gene ontology biological process (GOBP) (111 genes) was also confirmed by KEGG (105 genes) and Hallmark pathway (186 genes) enrichment analysis (Figure 2B).

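Of the 77 nuclear-encoded genes of complexes I to V that were tested, 72 were higher in neonates at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all of them the median log2 fold change was 0.66, or 1.58-fold, and 4 (Cox5a, Atp5if1, Atp5me and Atp5mf, named for their values) were past 2-fold, so most fell short of the fold change used for the count of DEGs.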

Examination of the genes within the GOBP ox/phos pathways revealed that the top 60 genes enriched in neonatal CBs are involved in the mitochondrial electron transport chain (ETC), which can be classified into three groups, shown as a hierarchical heat map in Figure 3A–C. The first group includes core subunits of complex 1 encoded by mitochondrial DNA (mtDNA): Nd1-5 as well as nuclear DNA (nDNA) *(Ndufv*s and *Nduf*s) in addition to accessory subunits (*Ndufa* and *Ndufb*), which couple H+ transport to electron transfer from NADH+ to coenzyme ubiquinone (Figure 3A). 

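Of the mtDNA-encoded subunits of complex I, Mt-nd1 (ENSRNOG00000030644) had 11227 ± 2067 CPM in neonates and 6153 ± 252 CPM in adults, a log2 fold change of 0.87 (standard error 0.14, adjusted p = 0.00071 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mt-nd3 had the largest change of the ones named, with 2123 ± 220.3 CPM against 859 ± 32.0 CPM, a log2 fold change of 1.30 (standard error 0.11, adjusted p = 1.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mt-nd2, Mt-nd4 and Mt-nd5 had log2 fold changes of 0.85, 1.02 and 1.01, each with a standard error of 0.14. Of the 34 nuclear-encoded complex I genes tested, 32 were higher in neonates at an adjusted p under 0.05 and none reached 2-fold, with a median log2 fold change of 0.62. Ndufs1 went the other way, at -0.57, and is named because of its value. Of the genes in Figure 3A, 38 were tested, all higher in neonates, 34 at an adjusted p under 0.05 over all genes and 34 adjusted over the list alone. As the list is the paper's own selection from these data, its count is descriptive.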

The second group consists of ubiquinol to cytochrome C reductase complex III subunits (*mt-Cytb*, *Uqcrb*, *Uqcrh*, *Uqcrfs1*, and *Uqcr10*) (Figure 3B), which generate superoxide during the transfer of electrons to cytochrome C. The third group involves complex IV or cytochrome C oxidase, the site of oxygen binding and reduction. 

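For complex III, Mt-cyb (ENSRNOG00000031766) had 18277 ± 2515 CPM in neonates and 7836 ± 90.6 CPM in adults, a log2 fold change of 1.22 (standard error 0.13, adjusted p = 6.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The nuclear-encoded Uqcrb (78.8 ± 10.2 and 41.3 ± 2.48 CPM) had a log2 fold change of 0.93 (standard error 0.11). Uqcrb has 2 entries in the data with fractional counts, and the entry with more reads is given. Uqcrh was at 0.90 (standard error 0.088), Uqcrfs1 at 0.73 (standard error 0.081) and Uqcr10 at 0.71 (standard error 0.15). Adjusted p for these ranged from 4.5e-05 for Uqcrh to 0.0026 for Uqcr10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 8 genes of Figure 3B were higher in neonates at an adjusted p under 0.05, over all genes and over the list alone.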

The mitochondrial subunits (*mt Cox 1-3*), along with several *Cox* genes, were also enriched in neonates (Figure 3C).

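Mt-co1, the gene with the highest level of the ones named, had 56974 ± 9003 CPM in neonates and 24635 ± 122 CPM in adults, a log2 fold change of 1.21 (standard error 0.15, adjusted p = 0.00013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mt-co2 was at 1.36 (standard error 0.13) and Mt-co3 at 1.31 (standard error 0.13). All 12 genes of Figure 3C were higher in neonates, each at an adjusted p under 0.05 over all genes and over the list alone, with log2 fold changes from 0.39 to 1.36. Without neonate replicate 2, the library with the lower mitochondrial share, the median of the mtDNA-encoded genes relative to all genes rose to 1.36, and it was 1.04 without neonate replicate 1.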

To visualize the relationship between proteins encoded by ox/phos pathway DEG genes, protein–protein interaction (PPI) networks were constructed using the STRING database imported to Cytoscape and the MCC (maximal clique centrality) algorithm of the Cytohubba plugin. Based on MCC scores, the top 10 hub nodes in the PP1 network are shown in Figure 3D. These 10 hub nodes belonging to complexes 1, III, and IV were selected as the most central or key nodes in the network. 

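The 10 hub genes of Figure 3D were all higher in neonates at an adjusted p under 0.05 (edgeR's quasi-likelihood test), with log2 fold changes from 0.47 to 1.11 and only Cox5a past 2-fold. By the list alone all 10 passed as well. The interaction network itself was not rebuilt here.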

Analysis of KEGG and Hallmark ox/phos pathway sets yielded similar results (Supplementary Figure S1).

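In Supplementary Figure S1A, all 10 genes listed were higher in neonates, with a median log2 fold change of 0.81 and a range from 0.42 to 1.11.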

In contrast to mitochondrial ETC genes, mitochondrial solute-carrier genes (*Slc25*) [20] related to mitochondrial function showed a decrease in neonatal CBs (Figure 3E). 

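All 10 Slc25 genes shown in Figure 3E had a lower level in neonates, 9 of them at an adjusted p under 0.05 over all genes or over the list alone and 8 past 2-fold, with a median log2 fold change of -1.23. Over all 38 Slc25 genes tested, 10 were lower in neonates at an adjusted p under 0.05, 6 were higher, and 22 did not differ by edgeR's quasi-likelihood test. The family's median relative to all genes was -0.12 (adjusted p = 0.027) in fgsea's permutation. The adjusted p was 0.35 with limma camera and 0.81 when genes were ranked by the signed square root of the quasi-likelihood F, so the family as a whole passed the threshold only by some of these methods, whose adjusted p ran from 0.014 to 0.81.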

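Slc25a23 (ENSRNOG00000047781) had 5.50 ± 0.331 CPM in neonates and 15.1 ± 0.000625 CPM in adults, a log2 fold change of -1.46 (standard error 0.17, adjusted p = 0.00010 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Slc25a30 the levels were 3.16 ± 1.04 and 11.0 ± 1.04 CPM, a log2 fold change of -1.80 (standard error 0.26, adjusted p = 0.00039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both differences exceed the spread between libraries of an age, with no overlap between ages.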

Most notable among them are the ATP-Mg solute carriers (*Slc25a23*) which transport adenine nucleotides to the matrix of the mitochondria in response to cytosolic Ca^2+^ [21], and Kmcp1 (kidney mitochondrial carrier protein 1, encoded by *Slc25a30*), catalyze the transport of anions and thiosulfate, which are produced by H_2_S degradation in the mitochondria and play a role in the modulation of H_2_S levels [22]. *Agc1* (*Slc25a12* or Aralar1). *Agc2* (*Slc25a13* or citrine), which is important for aspartate and glutamate [23], was also decreased in neonates. 

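Slc25a12 had 57.2 ± 0.134 CPM in neonates and 102.4 ± 5.19 CPM in adults, a log2 fold change of -0.84 (standard error 0.082, adjusted p = 4.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is less than 2-fold. Slc25a13, at a low level of 1.85 ± 0.143 and 4.14 ± 0.187 CPM, had a log2 fold change of -1.16 (standard error 0.29, adjusted p = 0.0066 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).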

Taken together, these results suggest that genes involved in mitochondrial metabolism that have been previously shown to be associated with oxygen-sensing pathways are significantly altered with CB development.

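Over all genes of complexes I to V, 87 of 90 tested were higher in neonates, 85 of them at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 14 reached a fold change of 2. From the higher ETC genes and the lower Slc25 genes in neonates, the paper proposes that genes of mitochondrial metabolism tied to oxygen sensing change as the CB develops.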

Besides the ox/phos pathway, GSEA analysis revealed hypoxia as another highly enriched gene-set in the neonatal CBs (Figure 2A). Interestingly, only 32 genes upregulated by hypoxia were enriched as analyzed by the Buffa hypoxia metagene database (Figure 4A). 

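Of the 31 genes read from Figure 4A, 29 had a higher mean in neonates, 22 of them at an adjusted p under 0.05 over all genes and as many adjusted over the list alone, by edgeR's quasi-likelihood test. A fold change of 2 was reached by 7, and the median log2 fold change was 0.56. The remaining 9, among them Pgk1 and Bnip3 with a lower mean in neonates, had an adjusted p of 0.05 or more. Under library size alone Pgk1 (-0.29) and Bnip3 (-0.29) were lower in neonates, with adjusted p of 0.020 and 0.017 from edgeR's quasi-likelihood test, out of ranges up to 0.78 and 0.74 over all alternatives.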

Included among these are the known HIF-1 target genes *Vegfa* and glycolytic enzymes (*Gp1*, *Tpi1*, *Gpi*, *Hk2*, *Eno1*, and *Ldha*).

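Vegfa (ENSRNOG00000019598) had 555 ± 43.4 CPM in neonates and 399 ± 12.9 CPM in adults, a log2 fold change of 0.47 (standard error 0.091, adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tpi1 had 304 ± 14.9 and 233 ± 10.6 CPM, a log2 fold change of 0.38 (standard error 0.083, adjusted p = 0.0034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both changes are below 2-fold, and scaled to library size alone neither passed an adjusted p of 0.05 (edgeR's quasi-likelihood test gave 0.057 and 0.18, the highest of their alternatives, which went down to 5.5e-07 and 6.0e-05). The difference of Gpi, 214 ± 15.3 against 185 ± 14.5 CPM, did not pass an adjusted p of 0.05, with a log2 fold change of 0.21 (standard error 0.090, adjusted p = 0.065 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Log2 fold changes of Hk2 (0.12, standard error 0.26), Eno1 (0.078, standard error 0.086) and Ldha (0.067, standard error 0.085) were no larger than their standard errors, with adjusted p of 0.69, 0.45 and 0.51 from edgeR's quasi-likelihood test. Gpi, Hk2, Eno1 and Ldha had the opposite sign under library size alone. Vegfa, Tpi1, Eno1 and Ldha have fractional counts, so some of their reads are shared with other copies.

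**Figure D2:**
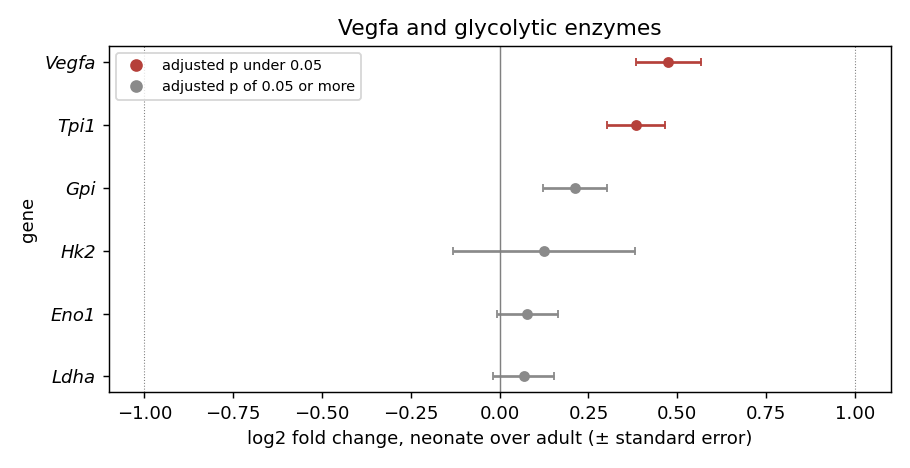
Log2 fold change of Vegfa and the glycolytic enzymes named in the paper (neonate over adult, horizontal axis); points are edgeR's estimates, bars their standard errors, red for an adjusted p under 0.05 and grey otherwise, and dotted lines mark a fold change of 2. Vegfa at 0.47 and Tpi1 at 0.38 have an adjusted p under 0.05, and the other 4 do not; with scaling to library size alone, these 4 change sign.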

In contrast, the large category of genes (~180) known to be downregulated by hypoxia were enriched in neonates as analyzed by Manola hypoxia gene-set enrichment analysis (Figure 4B). 

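Of the 37 cell cycle genes in a list set by symbol, 37 were higher in neonates, 35 at an adjusted p under 0.05 and 32 past 2-fold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median relative to all genes was 1.74 on the log2 scale (adjusted p = 4.3e-10 from fgsea's permutation), and the largest change was that of Birc5, at 2.65, chosen here for its value.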

Further analysis of the 180 genes showed that the genes were classified to regulation of cell cycle process pathways (Figure 4C). PP1 network using the MCC algorithm of the Cytohubba plugin mapped the top highly scored genes (Figure 4D) as the most central or important nodes in the network. 

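The 10 hub genes of Figure 4D were all higher in neonates at an adjusted p under 0.05 (edgeR's quasi-likelihood test), with log2 fold changes from 0.94 to 2.64.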

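Cdk1 (ENSRNOG00000000632) had 95.3 ± 11.2 CPM in neonates and 15.3 ± 1.19 CPM in adults, a log2 fold change of 2.64 (standard error 0.12, adjusted p = 1.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccna2 had 37.99 ± 3.06 and 9.90 ± 0.466 CPM, a log2 fold change of 1.94 (standard error 0.11, adjusted p = 4.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdc6, at the lowest level of the ones named here (11.7 ± 2.16 and 2.31 ± 0.238 CPM), had a log2 fold change of 2.34 (standard error 0.24, adjusted p = 5.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdk1 has fractional counts.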

Included among these are genes *Cdk1*, *Ccna2*, and *Cdc6*, which encode proteins involved in cell growth/proliferation. In addition, several ribosomal proteins involved in cell growth and development were also enriched in neonates (Figure 4E).

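Of the 23 ribosomal protein genes of Figure 4E, all were higher in neonates, 22 at an adjusted p under 0.05 over all genes, 23 over the list alone and 16 past 2-fold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 fold change of 1.09. Over all large-subunit genes tested, 49 of 51 were higher at an adjusted p under 0.05, and of the small-subunit genes 30 of 32. Their medians relative to all genes were 0.87 and 0.86. Rpl38 had 2.69 ± 0.933 CPM in neonates and 0.592 ± 0.837 CPM in adults, a log2 fold change of 2.19 (standard error 0.96, adjusted p = 0.076 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Rps6 was lower in neonates, with a log2 fold change of -4.60 (standard error 0.74, adjusted p = 0.00068 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave Rps6 an adjusted p of 0.17, the highest of its alternatives, which start at 2.8e-13. Mean levels of Rpl38 and Rps6 were 0.374% and 4.15% of the median ribosomal protein gene. Fractional counts were found for 72 of the 83 ribosomal protein genes, which share reads with other copies, so single genes here are uncertain.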

RNA-seq data were validated by performing real-time RT-PCR for a few selected genes from ox/phos and hypoxia pathways. The qRT-PCR confirmed that expression of the selected genes increased more than 1.5-fold in neonates compared to adults (Figure 5A–D).

### 3.4. Transcriptional Signatures and DEG Responses Associated with Adult CBs

GSEA of normalized counts of genes expressed in adults compared with those expressed in neonates showed that close to 14 gene sets were significantly enriched in adult CBs (FDR ≤ 25%) (Figure 6A). The top highly enriched gene sets included transcription factor (Creb, Nfkβ, and Foxo) and growth factor (Egf and Tgfβ) pathways. 

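The gene lists of Figure 6B were compared between ages gene by gene, since the pathway gene sets themselves were not used here. Lower in neonates at an adjusted p under 0.05 were 12 of 16 genes of the Foxo list, 11 of 17 of the Creb list, 10 of 15 of the Nfkβ list, 16 of 18 of the Egf list and 9 of 15 of the Tgfβ list, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over each list alone these were 14, 12, 10, 16 and 9 genes. The lists' median log2 fold changes were -1.10, -0.71, -0.62, -0.81 and -0.62. Chuk and Map3k14 of the Nfkβ list and Map2k1 of the Tgfβ list, named here for their values, had a higher mean in neonates, none at an adjusted p under 0.05. These medians include the shift of all genes, which is small under TMM and -0.25 under library size alone.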

Examination of the genes within the Creb and Nfkβ pathways revealed that the top genes upregulated in adult CBs included cAMP-dependent protein kinases (Prkca, Prkcb, Pik3ca) and Mapk (Mapk, Mapk1, Mapk3, and Map3k1) (Figure 6B). In addition, Foxo transcription factors (sub-family of Forkhead transcription factors), Foxo1, Foxo3, Foxo4, and Foxo6, regulators of cellular quality control, were also enriched in adults (Figure 6B). 

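Prkca (ENSRNOG00000003491) had 32.1 ± 0.528 CPM in neonates and 82.4 ± 8.54 CPM in adults, a log2 fold change of -1.36 (standard error 0.10, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Prkcb was at -1.55 (standard error 0.23) and Map3k1 at -0.90 (standard error 0.21), with adjusted p of 0.00041 and 0.0054 from edgeR's quasi-likelihood test. Pik3ca had a log2 fold change of -0.20 (standard error 0.092, adjusted p = 0.081 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mapk3 had 298 ± 14.5 CPM in neonates and 324 ± 34.8 CPM in adults, with the libraries of both ages overlapping and an adjusted p of 0.29 from edgeR's quasi-likelihood test. Both were past an adjusted p of 0.05 under library size alone, and Pik3ca also with a mean of at least 5 CPM and with a replicate block, out of adjusted p from 0.0055 to 0.096 for Pik3ca and 0.0093 to 0.34 for Mapk3 over all alternatives.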

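Foxo3 (ENSRNOG00000000299) had 4.05 ± 0.924 CPM in neonates and 20.1 ± 2.16 CPM in adults, a log2 fold change of -2.31 (standard error 0.20, adjusted p = 2.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Foxo1 was at -1.76 (standard error 0.24, adjusted p = 0.00025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Foxo4 at -0.36 (standard error 0.091, adjusted p = 0.0079 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is less than 2-fold. Foxo6 had 0.447 ± 0.353 CPM and 1.19 ± 0.118 CPM, and its log2 fold change of -1.41 (standard error 0.56) had an adjusted p of 0.054 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under library size alone, limma-voom, only protein-coding genes and a replicate block it passed 0.05, over a range of 0.019 to 0.10.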

Genes upregulated in adults within the EGF pathway included JAK1, STAT1, and STAT3, as well as previously mentioned Mapk (Mapk3, Mapk8, Map3k1, and Map2k4) (Figure 6B). 

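Jak1 (ENSRNOG00000011157) had 182 ± 13.5 CPM in neonates and 337 ± 19.5 CPM in adults, a log2 fold change of -0.89 (standard error 0.089, adjusted p = 4.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Stat3 had 85.1 ± 4.39 and 142 ± 11.7 CPM, a log2 fold change of -0.74 (standard error 0.086, adjusted p = 0.00011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mapk8 and Map2k4 were at -0.81 and -0.83 (adjusted p of 0.0012 and 0.0021 from edgeR's quasi-likelihood test).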

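Tgfbr2 (ENSRNOG00000013265) had 10.7 ± 0.563 CPM in neonates and 59.4 ± 10.6 CPM in adults, a log2 fold change of -2.48 (standard error 0.14, adjusted p = 3.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tgfb3 was at -0.82 (standard error 0.081), Tgfbr1 at -0.55 (standard error 0.090) and Smad4 at -0.83 (standard error 0.088), each with an adjusted p of at most 0.00069 in edgeR's quasi-likelihood test. Levels of Tgfb2 (57.6 ± 2.30 CPM in neonates and 61.4 ± 4.56 CPM in adults), Smad7 (40.4 ± 1.62 and 43.95 ± 5.35 CPM) and Smad3 (25.2 ± 1.95 and 26.8 ± 1.56 CPM) overlapped between ages, with adjusted p of 0.42, 0.34 and 0.47 from edgeR's quasi-likelihood test. Their log2 fold changes of -0.091, -0.12 and -0.092 are about as large as their standard errors of 0.094, 0.11 and 0.11. Under library size alone these 3 genes passed an adjusted p of 0.05.

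**Figure D3:**
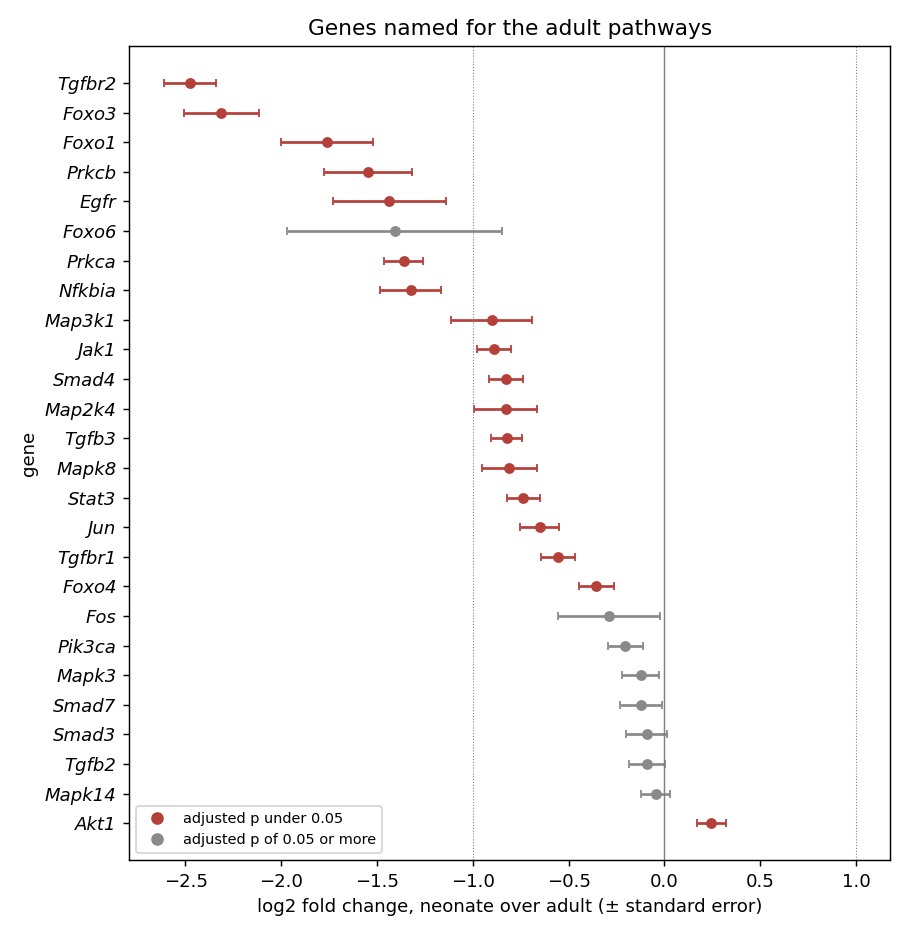
Log2 fold change (neonate over adult, horizontal axis) of 26 genes that the paper names for the adult pathways, a line for each gene, with edgeR's estimate as a point and its standard error as a bar, red for an adjusted p under 0.05 and grey otherwise; dotted lines mark a fold change of 2. Of these genes, 17 are lower in neonates at an adjusted p under 0.05, 8 are not distinguishable, and Akt1 is higher, at 0.24; library size alone moves them all toward adults.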

Tgfβ2, Tgfβ3, Tgfβr1, and Tgfβr2 genes of the Tgfβ signaling pathway and Smad proteins (Smad4, Smad7, and Smad3), which are known to be phosphorylated and activated by TGFβ, were also upregulated in adults (Figure 6B). These results suggest that in adults, the expression of genes known to be associated with development is enriched.

Analysis based on the Hallmark database identified cytokine signaling pathways such as Ifnγ, Tnf-α (Tumor necrosis factor), and Il6 as the top highly enriched gene sets, followed by androgens and estrogens response pathways known to be critical regulators of mammalian physiology and development (Figure 7A). Combined analysis of the Ifnγ, Tnfα, and Il-6 signaling responses by the PPI network identified proteins corresponding to genes such as *Stat1*, *Akt1*, *Jun*, *Mapk3*, *Mapk14*, *Fos*, *Nfkbia, Mapk1*, *Egfr*, and *Stat1* as the central most important nodes enriched in adults (Figure 7B), some of which are also activated by ligands such as Egf. In addition, 28 procadherin genes involved in neural circuit assembly were also positively regulated in adult CBs (Figure 7C).

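Jun (ENSRNOG00000026293) had 63.3 ± 8.74 CPM in neonates and 99.4 ± 1.40 CPM in adults, a log2 fold change of -0.65 (standard error 0.10, adjusted p = 0.00059 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nfkbia had 80.6 ± 23.3 and 202 ± 9.30 CPM, a log2 fold change of -1.32 (standard error 0.16, adjusted p = 0.00013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Egfr 2.01 ± 0.459 and 5.45 ± 0.840 CPM, a log2 fold change of -1.44 (standard error 0.29, adjusted p = 0.0025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Akt1 was higher in neonates, with 239.5 ± 9.38 against 202 ± 1.01 CPM, a log2 fold change of 0.24 (standard error 0.077, adjusted p = 0.021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); under library size alone its log2 fold change was 0.00033 and its adjusted p 0.998, the highest of a range that starts at 0.0097. Mapk14 (-0.046, standard error 0.073) and Fos (-0.29, standard error 0.26) were not distinguishable between ages, with adjusted p of 0.60 and 0.36 from edgeR's quasi-likelihood test. Library size alone brought Mapk14 past an adjusted p of 0.05.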

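Among the 44 protocadherin genes tested, 29 were lower in neonates at an adjusted p under 0.05 and at least 2-fold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 36 without a minimum fold, and 2 (Pcdh12 and Pcdh18, named for their values) were higher in neonates. Their median log2 fold change was -1.43. All 25 protocadherins of Figure 7C that were tested were lower in neonates and past both thresholds, with log2 fold changes from -4.70 to -1.01. Restricting the test to genes with a mean of at least 5 CPM left 4 protocadherins past both.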

## 4. Discussion

Gene ontology analysis of the transcriptomic response of CBs from neonates (day 5) and adults (day 21) identified several processes and functions that were differentially regulated with development. Based on GSEA enrichment analysis, we were able to identify significant increases in genes associated with oxidative phosphorylation in neonatal CBs compared to adults. As well as an apparent increase in the ETC subunits, analysis of the hypoxia-signaling pathways revealed an increase in the Hif-1-activated glycolytic pathways in neonatal CBs. These results suggest that increased mitochondrial activity, as well as increased hypoxia-activated glycolytic proteins resulting in high ATP levels, may be associated with the high metabolic energy demands in neonates compared to adults, which in turn may contribute to the phenotype of neonatal CB hypoxic sensitivity.

Mitochondria, which generate cellular energy in the form of ATP via oxidative phosphorylation (ox/phos) pathways, play a central role in redox metabolism and calcium homeostasis. Mitochondria have long been linked to acute CB oxygen sensing either due to the sensitivity of glomus cells to ETC inhibitors [9] or due to the presence of unusual cytochromes with reduced oxygen affinities [24,25]. Transcriptomic analysis of the whole CB showed that expression of close to 60 Complex I, III, and IV subunits of the electron transport chain (ETC) genes, which included both catalytic and non-catalytic subunits, were altered in neonates. 

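Over complexes I, III and IV, 65 of the 68 genes tested were higher in neonates at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 (Ndufs1) was lower and 2 did not differ; Ndufs1 is named for its value. Of these genes, 9 were past 2-fold, and the median fold was 1.65. The count at an adjusted p under 0.05 ran from 52 to 66 over the alternatives, with 52 under library size alone and 55 with only protein-coding genes, which leaves out the mtDNA-encoded ones.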

More recent studies have shown the involvement of mitochondrial subunits Ndufs2 in CB hypoxic sensing [26]. However, our study did not show any significant change in the expression of the *Ndufs2* gene with development. Instead, *Ndufs7*, *Ndufb6,* and *Ndufb7* subunits of complex I were identified as a part of the central most important nodes.

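Ndufs7 had 58.8 ± 5.20 CPM in neonates and 42.3 ± 0.930 CPM in adults, a log2 fold change of 0.47 (standard error 0.098, adjusted p = 0.0026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); library size alone gave an adjusted p of 0.067, the highest of its alternatives, which reach down to 0.00018. Ndufb6 had 62.0 ± 7.46 and 40.1 ± 1.64 CPM, a log2 fold change of 0.63 (standard error 0.11, adjusted p = 0.00092 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Ndufb7 101 ± 8.25 and 54.5 ± 1.11 CPM, a log2 fold change of 0.89 (standard error 0.089, adjusted p = 4.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ndufb6 has fractional counts.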

Single-cell transcriptomic profiling of CB glomus cells identified two atypical mitochondrial subunits (*Ndufa412* and *Cox4i2*) in glomus cells, both of which are induced under long-term and severe hypoxia [17]. Cox4i2 (the isoform 2 of the subunit 4 of the cytochrome oxidase) protein was shown to be an essential component in the oxygen-sensing process of the pulmonary vasculature by increasing Cox activity and promoting hyperpolarization of mitochondria resulting in reactive oxygen species (ROS) production [27]. 

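Cox4i1 (ENSRNOG00000017817) had 447 ± 28.6 CPM in neonates and 255 ± 7.53 CPM in adults, a log2 fold change of 0.81 (standard error 0.086, adjusted p = 6.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cox4i2 had 322 ± 39.4 and 184 ± 28.6 CPM, a log2 fold change of 0.80 (standard error 0.12, adjusted p = 0.00049 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By mean CPM, Cox4i1 was above 97.53% and Cox4i2 above 96.1% of the genes tested.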

Interestingly, both *Cox4i1* and *Cox4i2* genes not only showed high expression in whole CB transcriptomic analysis but also were enriched in neonates. This raises an interesting question of whether mitochondria of non-glomerular cells like endothelial cells in the CB, which is a highly vascularized tissue, also express these subunits similar to glomus cells and, if so, their contribution to hypoxic sensing.

Mitochondrial solute-carrier proteins (Slc25 members) found in the inner mitochondrial membrane facilitate the transport of molecules involved in the urea and citric acid cycles, oxidative phosphorylation, DNA maintenance, and iron metabolism, among other processes [28]. Surprisingly, our analysis identified a few of the Slc25 members, specifically those important for the transport of adenine nucleotides, thiosulfates, aspartate, and glutamate, which were significantly decreased in neonates. Ox/phos homeostasis is tightly controlled by mitochondrial transporters located in both the inner and outer mitochondrial membrane. Further studies are needed to understand if there is any causal relationship between the decreased expression of Slc25 members and the increase in the ETC subunits, as well as their role in hypoxic sensing.

One of the mechanisms proposed for the low hypoxic sensitivity of neonatal CB is the low PaO_2_ of the pre-natal environment vs. relatively O_2_-rich postnatal environment, raising the possibility that hypoxia-related adaptations in neonates may be lost with development. HIF-1α is a transcriptional activator that functions as a global regulator of O_2_ homeostasis, modulating embryonic development as well as a variety of postnatal physiological adaptations to hypoxia [29,30]. Although our results indicated that only a few Hif-1-regulated target genes like Vegfa and related glycolytic enzymes were upregulated in neonates, a greater number of genes that were normally repressed by hypoxia were enriched in neonates. These genes mostly encode proteins involved in cell growth/proliferation. We speculate that these genes may play a role more in development than contributing to the hypoxic sensitivity of CB.

It is noteworthy that neonatal transcriptome changes are consistent with the hypoxic environment in the neonatal period. It would be interesting to see in future studies whether adult rats subjected to 21 days of hypoxia (equivalent to gestational duration) mimic transcriptome profiles of neonatal CBs. Such an analysis is physiologically relevant because prolonged hypoxia attenuates CB sensitivity to acute hypoxia [31], similar to attenuated CB hypoxic sensitivity in neonates

In our analysis, we found that the JAK-STAT pathway was enriched in adults compared to neonates. This pathway is known to be regulated by a wide range of cytokines like Tnfα as well as growth factors. Importantly, recent studies have shown that CB is a key player in neuro-immune interactions [32,33], and the presence of functional Tnf-α and interleukins (Il-1β, Il-6) receptors that activate CB have been reported [34,35]. Whether the upregulation of the cytokine signaling pathway represents a more generalized pattern of age-dependent development of functional immune competence or contributes to heightened CB hypoxic sensitivity in adults needs further investigation.

Balbir et al. examined the differential gene expression in the CBS of two strains of mice (DBA/2J and A/J) and showed that variable expression of potassium channels, neurotransmitters, and neuromodulator genes may be associated with differences in CB hypoxic sensitivity between the two mice strains [15]. Comparison of our analysis with the published data showed significant changes in the reported genes, especially *Gdnf*, *Kcnmb2*, *Kcnq2*, *Phox2b*, *Nos1*, *Gfap*, *Bmf*, and *Arnt2* with development, suggesting a potential role for neuromodulators in CB hypoxic sensitivity in addition to their importance across species (rats vs. mice). 

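Gdnf, Kcnmb2, Nos1, Gfap, Bmf and Arnt2 were each lower in neonates at an adjusted p under 0.05 and by at least 2-fold, with log2 fold changes between -2.65 (Nos1) and -1.10 (Kcnmb2) in edgeR's quasi-likelihood test. Arnt2, at the highest level of these, had 232 ± 6.84 CPM in neonates and 542 ± 81.3 CPM in adults, a log2 fold change of -1.23 (standard error 0.11, adjusted p = 2.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gfap had 4.20 ± 0.00508 and 16.3 ± 2.40 CPM, a log2 fold change of -1.96 (standard error 0.19, adjusted p = 3.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nos1 was at -2.65, Bmf at -1.48 and Gdnf at -1.34 (standard errors of 0.38, 0.17 and 0.35). Gdnf, Kcnmb2 and Nos1 had means under 2 CPM in neonates, and Kcnmb2, with an adjusted p of 0.030 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, had the highest adjusted p of these genes.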

Single-cell transcriptomic analysis of mouse carotid body glomus cells identified G-protein-coupled receptor (Olfr78) protein implicated in CB function as one of the most abundant genes [36]. Interestingly, our analysis showed that *Olfr59* (the rat equivalent to mouse *Olfr78*) gene was the only abundant Olfr member identified in the rat CB transcriptomic profile, highlighting the significance of G-protein signaling in different species. 

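The rat gene is listed as Olr59 (ENSRNOG00000018606). Its mean over the 4 libraries was 213 CPM, above 95.1% of the genes tested. Of 1146 genes with an Olr symbol, 2 reached at least 1 CPM in at least 2 libraries, the other being Olr63 with a mean of 3.605 CPM.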

Peng et al. [37] recently showed that redox modification of Olfr78 by H_2_S contributes to CB hypoxic sensing. 

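Olr59 had 139 ± 5.33 CPM in neonates and 287 ± 28.4 CPM in adults, with each adult library above both neonatal libraries, and a log2 fold change of -1.04 (standard error 0.091, adjusted p = 2.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the 4 fits that each left out one library, the log2 fold change lay between -1.14 and -0.94, so the 2-fold mark falls inside that range.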

In our study, *Olfr59* gene expression increased significantly (> 2-fold) in adult CBs compared to neonates. Future studies are required to determine whether Olfr59 plays a causal role in postnatal CB hypoxic sensitivity.

In conclusion, at the genomic level, postnatal maturation of the CB appears to involve several pathways, including hypoxia, cytokine, and G-protein signaling, in addition to the well-studied mitochondrial pathways. Since glomus cells are critical for CB hypoxic sensing, it is conceivable that all the genetic differences observed with whole CB in this study could be attributed in part to changes in glomus cells. However, further investigation of these pathways under hypoxic conditions, specifically in different cell populations of CB, followed by loss of function studies, is required to understand the molecular mechanisms that give rise to postnatal CB hypoxic sensitivity. Finally, knowledge of genetic factors regulating CB chemosensitivity in perinatal development will provide a useful resource to address other aspects related to diseases involving CB, like sleep apnea and sudden infant death syndrome.

## Figures and Tables

**Figure 1:**
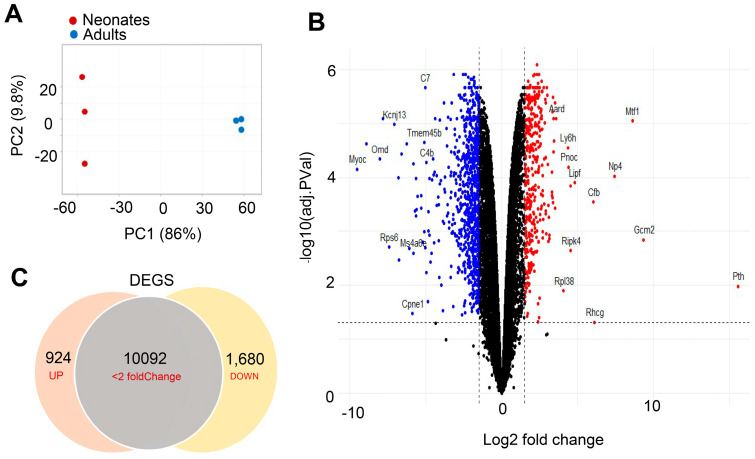
Transcriptional patterns and changes in gene expression analysis in neonatal (neo) and adult (adu) CBs. RNA sequencing was performed from RNA isolated from 3 biological replicates. For each biological replicate, CBs from 8 pups or 4 adults were pooled together. (**A**) Principal component analysis of gene expression patterns for CBs from neonates (red dots) and adults (blue dots). (**B**) Volcano plot showing –log10 (adj *p* values) as a function of log2 (fold change) between neonates and adults. The log10 (adj *p* values) represents the level of significance of each gene, while log2 (fold change) represents the difference between the levels of expression for each gene, with colored dots representing significantly differentially expressed genes. The significantly overexpressed genes are indicated in red, whereas significantly under-represented genes are indicated in blue, along with the names of the most regulated genes highlighted next to the dots. (**C**) Venn diagram illustrating differentially expressed genes (absolute fold change ≥ 2 and *p*-value ≤ 0.05). A total of 924 genes were upregulated, 1680 genes were downregulated, and 10,092 showed no change.

**Figure 2:**
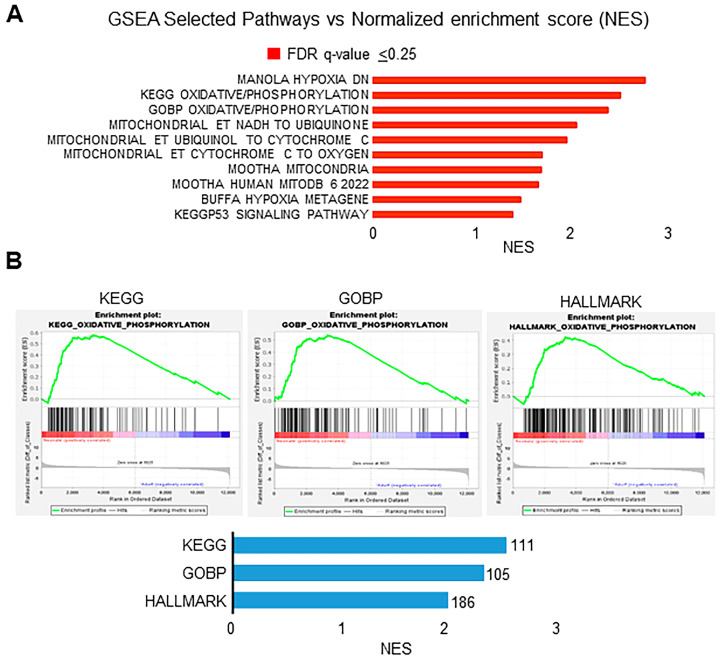
Analysis of differentially expressed genes (DEGs) in neonates compared to adults. (**A**) Gene-set enrichment analysis (GSEA) results showing enriched gene sets in neonates with normalized enrichment score (NES). Bars in red indicate significant enrichment at a false discovery rate of (FDR) Q value ≤ 0.25. (**B**) Top panel: Enrichment plots for the ox/phos gene sets in KEGG, GOBP, and HALLMARK analysis, showing the profile of running ES score and positions of genes on the rank-ordered list. Bottom panel: Number of genes in the ox/phos pathway that were enriched in neonates by gene ontology biological process (GOBP) (111 genes), KEGG pathway (105 genes), and Hallmark pathway (186 genes) enrichment analysis along with normalized enrichment score (NES).

**Figure 3:**
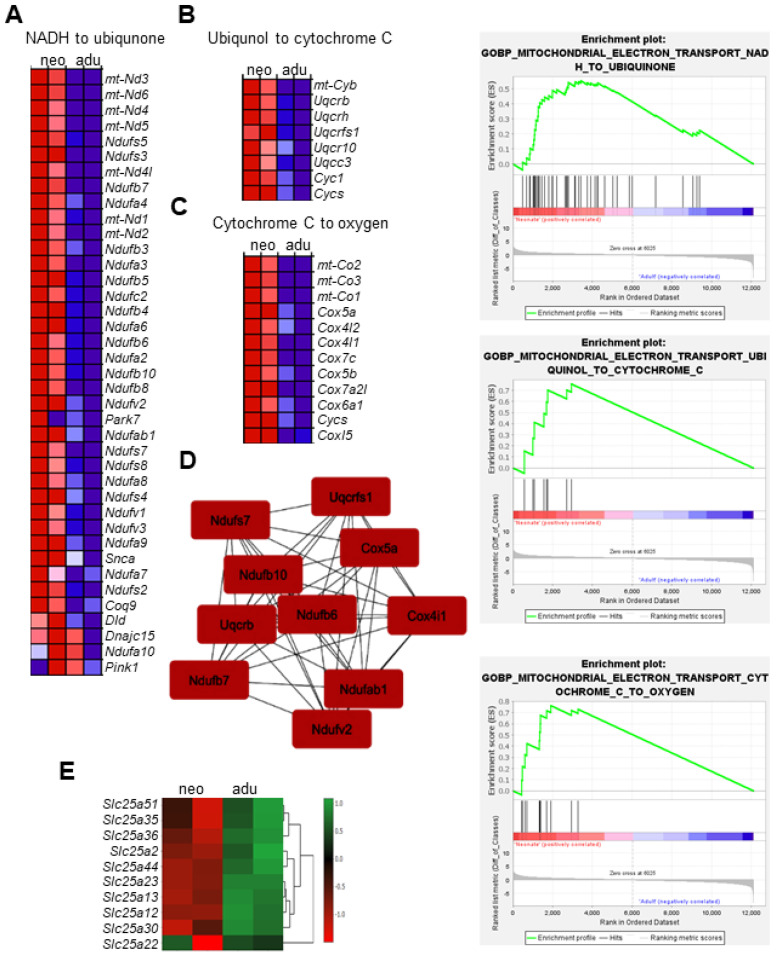
Analysis of mitochondrial ETC enriched genes in neonates. (**A**–**C**) Top panel: Heat map of the top ETC genes in comparison of neonates (left column) vs. adults (right column). Colors represent the expression values ranging from red (high expression), pink (moderate), light blue (low) to dark blue (lowest expression). Bottom panel: Enrichment plots for the mitochondrial ETC gene sets in GOBP analysis, showing the profile of running ES score and positions of genes on the rank-ordered list. (**D**) Map of interactions between proteins encoded by mitochondrial ETC genes created using protein–protein interaction analysis in STRING 11.0 (score set to medium confidence > 0.4) and visualized using the Cytohubba application in Cytoscape software. (**E**) Heat map of top significantly downregulated mitochondrial solute-carrier protein genes (Slc25) in neonates compared to adults. The scale bar represents log Fc values.

**Figure 4:**
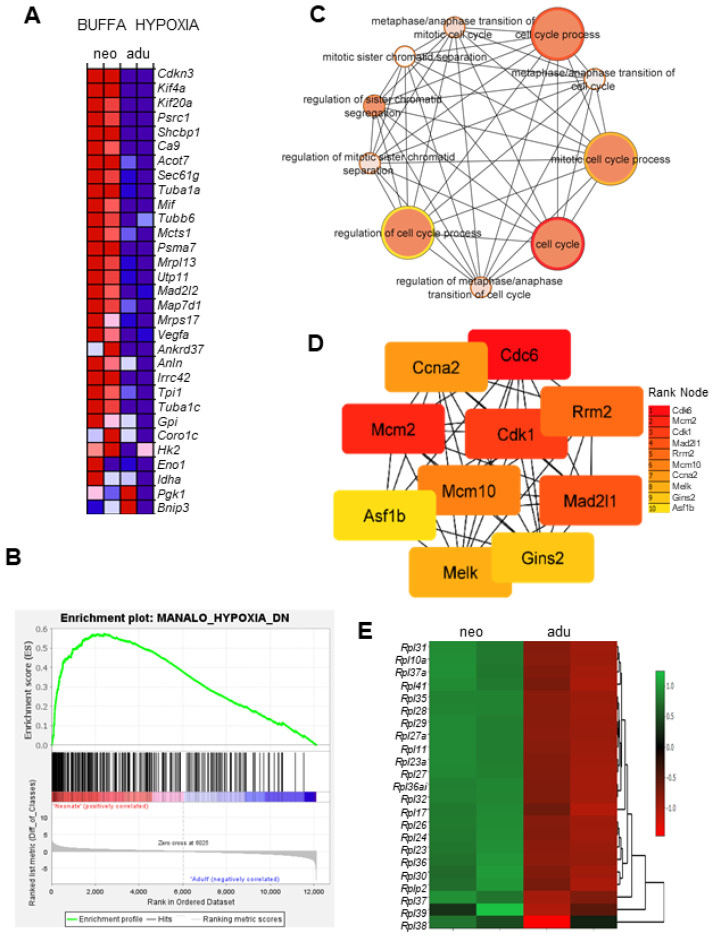
Analysis of hypoxia-regulated genes in neonates. (**A**) Heat map of the Buffa hypoxia metagene set enrichment analysis of neonates (left column) vs. adults (right column). Colors represent the expression values ranging from red (high expression), pink (moderate), light blue (low) to dark blue (lowest expression). (**B**) Enrichment plots for the Manola hypoxia-downregulated gene-set showing the profile of running ES score and positions of genes on the rank-ordered list. (**C**) Biological pathway enrichment map for the Manola hypoxia-downregulated gene-set analysis results created in Cytoscape. (**D**) Map of interactions between proteins encoded by Manola hypoxia-downregulated genes created using protein–protein interaction analysis in STRING 11.0 (score set to medium confidence and FDR < 0.05) and visualized using Cytoscape software. Colors represent the ranking of each node, ranging from red (1; high expression) to yellow (10; lowest expression). (**E**) Heat map of top significantly upregulated ribosomal proteins (Rpl) in neonates compared to adults. The scale bar represents logFc values.

**Figure 5:**
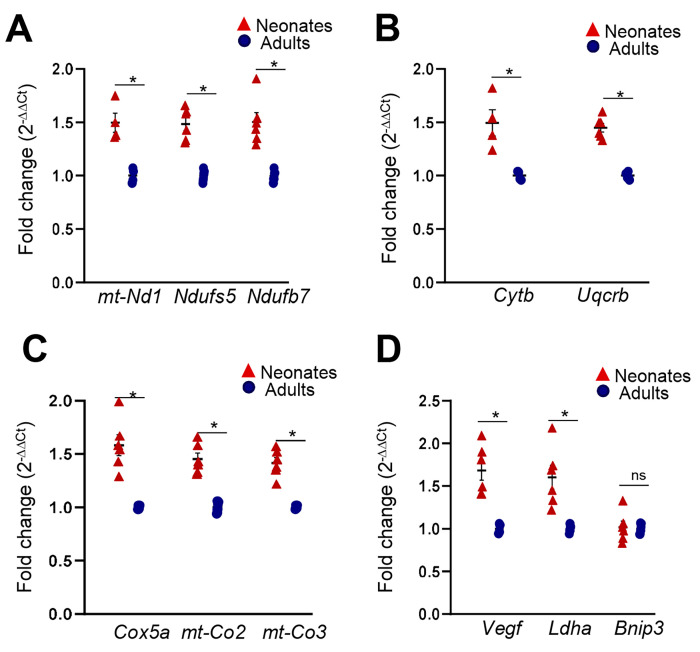
mRNA expression of (**A**) *mt-Nd1*, *Ndufs5* and *Ndufb7* subunits of complex 1, (**B**) *mt-Cytb*, and *Uqcrb* subunits of complex III, (**C**) *Cox5a*, *mt-Co2* and *mt-Co3* subunits of complex IV or cytochrome C oxidase, and (**D**) Hif-1 target genes *Vegf*, *Ldha*, and *Bnip3* in CBs of neonates and adults as analyzed by qRT-PCR. Data show as mean ± SEM, n = 5 biological replicates. * *p* values ≤ 0.05.

**Figure 6:**
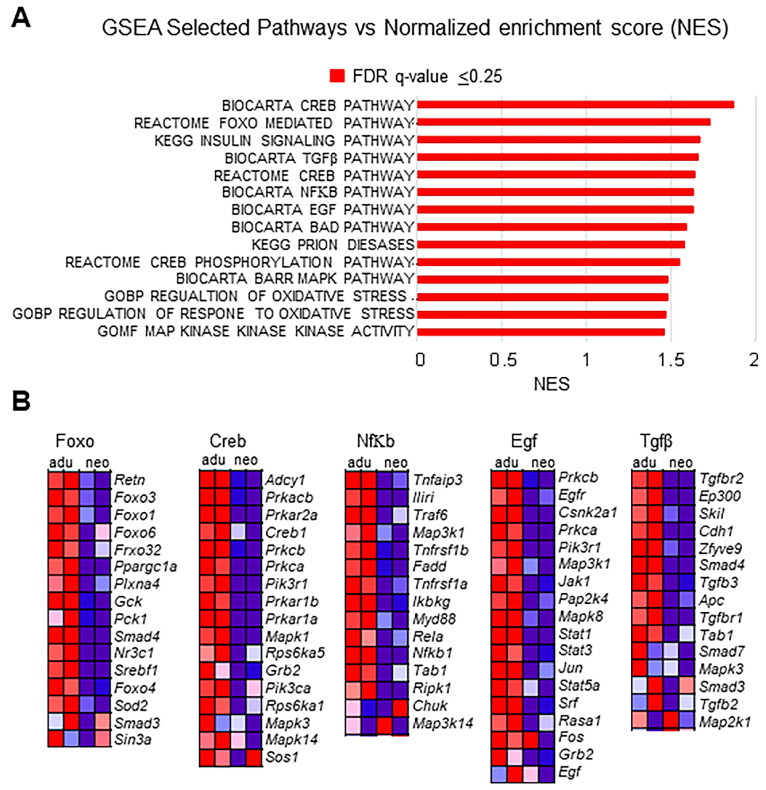
Analysis of differentially expressed genes (DEGs) in adults compared to neonates. (**A**) GSEA analysis of enriched gene sets in adults with normalized enrichment score (NES). Bars in red indicate significant enrichment at a false discovery rate of (FDR) Q value ≤ 0.25. (**B**) Heat map of the Foxo, Creb, NfΚb Egf, and Tgfβ, mediated transcription pathway gene-set enrichment analysis of adults (left column) vs. neonates (right column). Colors represent the expression values ranging from red (high expression), pink (moderate), light blue (low) to purple (lower) and dark blue (lowest expression).

**Figure 7:**
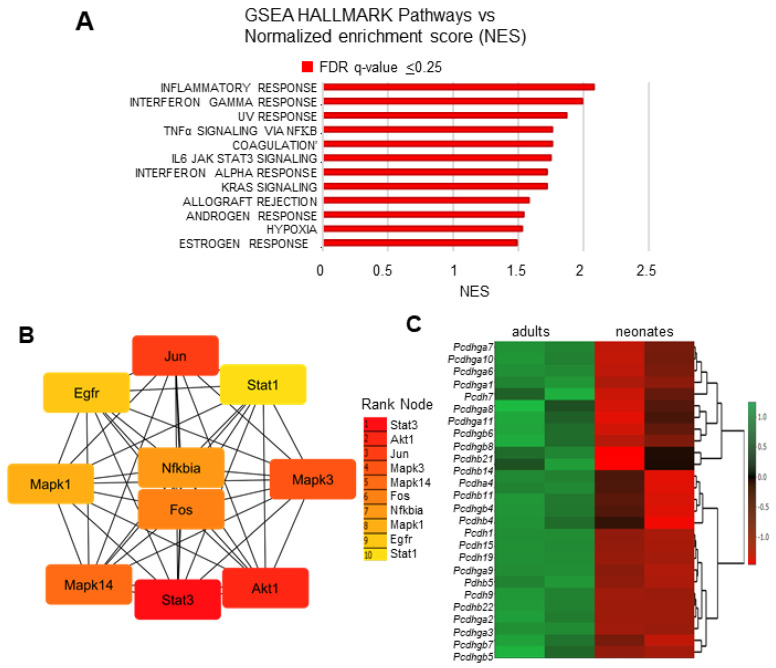
(**A**) GSEA hallmark pathways analysis of differentially expressed genes (DEGs) in adults. vs. normalized enrichment score (NES). Bars in red indicate significant enrichment at a false discovery rate of (FDR) Q value ≤ 0.25. (**B**) Combined map of protein interactions encoded by the top three gene sets (Ifnγ, Tnfα, and Il6-Jak-Stat signaling pathways) created using protein–protein interaction analysis in STRING 11.0 (score set to medium confidence and FDR < 0.05) and visualized using Cytoscape software. Colors represent the ranking of each node, ranging from red (1; high expression) to yellow (10; lowest expression). (**C**) Heat map of top significantly upregulated procadherin (*Pcdh*) genes in adults compared to neonates. The scale bar represents logFc values.

## Data Availability

RNA-seq data generated for the current study are available in the NCBI Gene expression omnibus (GEO) repository, accession number GSE 252955.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes15030302/s1, Table S1: Primer sequences for QRT-PCR amplification. Figure S1: Protein protein interaction analysis of ox/phos gene sets obtained by (A) KEGG and (B) HALLMARK enrichment analysis.

# Supplementary material for: Transcriptomic Analysis of Postnatal Rat Carotid Body Development
**Source:** Genes (Basel). 2024 Feb 27;15(3):302. doi: 10.3390/genes15030302
**Supplement:** Supplementary file 1

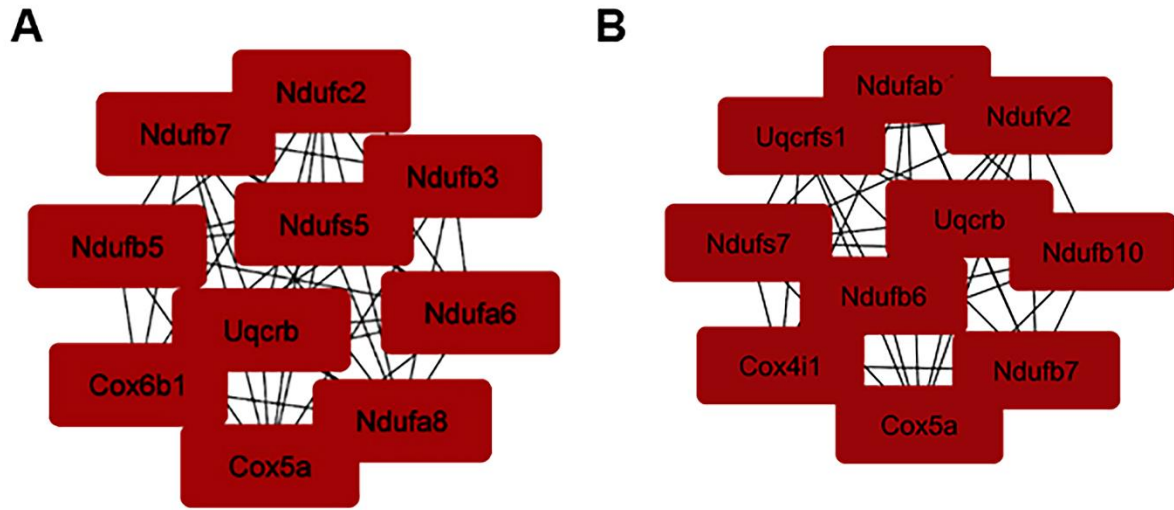

**Figure S1:** Protein protein interaction analysis of Ox/phos gene sets obtained by A) KEGG and B) HALLMARK enrichment analysis. The top 10 hub nodes encoded by mitochondrial ETC genes created using protein–protein interaction (PPI) analysis in STRING 11.0 (score set to medium confidence > 0.4) and visualized using the Cytohubba application in Cytoscape software

**Table S1:** Primer sequences for QRT-PCR amplification

| Gene          | NCBI ref       | Forward and reverse primer sequences                                 | Amplicon length(bp) |
|---------------|----------------|----------------------------------------------------------------------|---------------------|
| <i>Mt ND1</i> | NC_001665.2    | Fwd: TGG TAT TCT ACA ACC ATT TG<br>Rev: GGG GGT GAG GTA TTG GTA AG   | 155                 |
| <i>Ndufb7</i> | NM_001108442   | Fwd: CTGAAGTGCAAACGCGACAG<br>Rev: CCGCTCACGTTCAAACCTCT               | 120                 |
| <i>Ndufs5</i> | NM_001030052.1 | Fwd: CAT TGC TGA GGT GCG GTA GG<br>Rev: AGC GGC ATT CTT GTA AGG CT   | 143                 |
| <i>CytB</i>   | NC_001665.2    | Fwd: CCC GCC CCA TCT AAC ATC TC<br>Rev: CCG TAG TTT ACG TCT CGG CA   | 164                 |
| <i>Uqcrb</i>  | NM_001127553.2 | Fwd: TGC AGC GGG CTT CAATAA AC<br>Rev: GGC AGC CTT CTT ATG GCT TCT   | 87                  |
| <i>Cox5a</i>  | NM_145783.1    | Fwd: ATG CTC GCT GGG TGA CAT AC<br>Rev: AGA TGC GAA CAG CAC TAG CA   | 168                 |
| <i>Mt CO2</i> | NC_001665.2    | Fwd: TGG CTT ACA AGA CGC CAC AT<br>Rev: TGG GCG TCT ATT GTG CTT GT   | 156                 |
| <i>Mt CO3</i> | NC_001665.2    | Fwd: CCA CCA AAC CCA TGC ATA CC<br>Rev: GGT GGC CTT GGT ATG TTC CT   | 206                 |
| <i>VEGF</i>   | NM_031836.3    | Fwd: AAT GAT GAA GCC CTG GAG TG<br>Rev: TAT GTG CTG GCT TTG GTG AG   | 90                  |
| <i>LDHA</i>   | NM_017025.1    | Fwd: CAA GAG GGA GAG AGC CGG<br>Rev: TCC AAG CCA CGT AGG TCA AG      | 145                 |
| <i>BNIP3</i>  | NM_053420.3    | Fwd: TCC TGG GTA GAA CTG CAC TTC<br>Rev: GCT GCG CAT CCA GCA GTA TTT | 103                 |
| <i>18s</i>    | NR_046237.1    | Fwd: CGC CGC TAG AGG TGA AAT TC<br>Rev: CGA ACC TCC GAC TTT CGT TCT  | 101                 |

How the deposited data were processed for this re-analysis (not part of the article)

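RNA of CBs pooled from neonatal (day 5) and adult (day 21) rats was sequenced, and 2 libraries per age, 4 in all, were used, as the sample labels give them. The authors deposited estimated counts per gene, made by trimming the reads, STAR and Salmon on Rnor_6.0.102 and summing transcripts to genes, with no normalization and no filter. The paper also names Ensembl 84 for the gene-level step. Between 5.02% and 6.19% of the genes in a library have a fractional estimated count, which arises where reads fit more than one copy. Totals per library ran from 36286191 to 39476110, and the precision that this depth gives is stated with the data on the libraries.

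Estimated counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and in Python with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Genes annotated as other than protein-coding were removed by symbol, since the gene table covers another assembly than the one the reads were mapped to. Genes with at least 1 CPM in at least 2 libraries were kept. Neonates were compared with adults by edgeR's quasi-likelihood test after TMM normalization, without covariates. A gene was counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2.

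The genes named in the text are genes that the paper names in its results and discussion on these data, and the 5 genes in each direction with the largest log2 fold change in edgeR's estimate among those called and without overlap between ages. Marker genes of cell types, of blood, of other tissues and of the Y chromosome, which the paper does not name, were added for the tests and observations. Some genes, and the tests that need them, are not reported here. Genes named for their values are said to be so. Where a symbol has more than one entry, the one with more reads was used. Gene families were defined by symbol. The symbol pattern of the ribosomal protein families was corrected after the data had been seen, because it had removed genes such as Rpl31 by mistake, and Rps19bp1 was left out then. Their enrichment was tested by fgsea on the difference of mean log2 CPM with a prior count of 2.

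Alternatives were DESeq2, limma-voom, RLE size factors, library size alone, TMM factors without mitochondrially encoded and ribosomal protein genes, no filter on low counts, a mean of at least 5 CPM, all genes kept, only genes annotated as protein-coding, an unadjusted p, no minimum fold change, a replicate block, each library left out in turn, and for families another ranking, limma camera with an inter-gene correlation of 0.01 and families without mitochondrially encoded genes. Corrections for transcript length and GC content were not run, since the gene table used gives neither.

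The procedure was tested on simulated data of 13874 genes with 200 changed. Of these, 199 were called with the right sign, 0 unchanged genes were called, and the median absolute error of the log2 fold change was 0.135. The simulated genes were independent, had a common dispersion and no shift in composition, and all changes were past 2-fold. In the data 62.3% of the genes tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The simulation therefore shows that the procedure runs as intended and does not measure the error rate of the reported DEGs. Of 1000 random gene sets, 3.90% had an unadjusted permutation p under 0.05 in fgsea. As the simulated genes were independent, this share does not show the effect of genes that move together. A random set tested beside the changed genes had an adjusted p of 0.215 by permutation, under the threshold of 0.25 used for the families. The paper's gene sets, its interaction networks and its real-time PCR were not analysed here.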

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

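All tests in this part were chosen only after the results were seen.

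Pth, a parathyroid gene that the volcano plot labels but the paper does not discuss, was counted at 1773 CPM in neonate replicate 1 and 208 CPM in neonate replicate 2, with 0 counts in both adult libraries. Pth took 0.159% and 0.0194% of the counts in the neonatal libraries. A candidate explanation is parathyroid tissue in the neonatal pools. It predicts a large difference between dissections, and the ratio of Pth between the neonatal libraries was 8.51, larger than for 99.98% of 9919 genes with whole counts and at least 5 CPM. Pth was flagged with these same levels, so its ratio describes the pattern and is no test of the explanation. Gcm2 differed by 7.30-fold and Casr by 3.54-fold in the same direction. With 1 pool per library, expression of Pth by CB cells that varies between pools cannot be told apart from tissue carried along, and no biological explanation was tested. Counts of the thyroid gene Tg were low, at 17 and 13 in the neonatal libraries.

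A set of 29 genes, which the paper does not discuss as a set, had at most 3 counts in both libraries of one age and over 1 CPM in both libraries of the other, 12 of them in neonates and 17 in adults. A candidate explanation for part of it is reads shared between near-identical gene copies. Fractional counts were found for 51.7% of these genes (15 genes), against 12.5% of the other 13814 genes tested (Fisher's exact test, two-sided p = 4.22e-07). Sharing of reads remains a candidate for the genes with fractional counts and not for those with whole counts, such as Pth, Gcm2 and Kcnj13. The change with age was not tested separately from it.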

How the results depend on the processing

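The alternatives were set before the data were examined, and no test in this part was chosen after its result was seen.

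Counts of DEGs were within 1.5 times the reported counts under DESeq2, limma-voom, RLE size factors, TMM without mitochondrially encoded and ribosomal protein genes, all genes kept, only protein-coding genes, no filter and an unadjusted p. With library size alone, the count of genes higher in neonates was 704 and the share that was higher in neonates fell, which follows the shift of the median of all genes. With a mean of at least 5 CPM, 654 genes were higher in neonates and 1169 in adults, and without a minimum fold change 4325 and 4300. Of the reported DEGs, 2786 were also called by DESeq2 and 2526 under library size alone.

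Without any test, 1088 genes were at least 2-fold higher in neonates and 1868 in adults. With a mean of at least 5 CPM these were 656 and 1170, and with no filter on low counts 2945 and 3917. Across the 4 fits that each left out one library they ran from 1067 to 1188 and from 1764 to 1970.

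The share of variance on the first principal component was 86.6% with library size alone, 69.7% with no filter, 89.2% with a mean of at least 5 CPM and 87.2% with only protein-coding genes. Genes of the paper's figures called in its direction at an adjusted p under 0.05 numbered 195, and from 160 to 201 under the alternatives.

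Of the 13 families, 11 passed the threshold, and from 10 to 11 under the alternatives. The Slc25 carriers, at -0.12 relative to all genes, did not pass with the ranking by F (adjusted p = 0.81 by permutation) or with camera (adjusted p = 0.35 from limma), within 0.014 to 0.81 over their alternatives. Complex II, at 0.39, passed under both (adjusted p = 0.10 and 0.19 from fgsea's permutation and limma), within 0.10 to 0.65. The cause was not tested. With each library left out, medians relative to all genes ran from -0.13 to -0.017 for the Slc25 carriers, 0.56 to 0.77 for complex III, 0.71 to 0.86 for complex V and 1.04 to 1.36 for the mtDNA-encoded genes.

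Under library size alone, the log2 fold changes of Gpi (-0.034), Hk2 (-0.12), Eno1 (-0.17), Ldha (-0.18) and Ndufa4l2 (-0.16) reversed. Their reported values are smaller than the shift of the median of all genes between both scalings. Of 108 genes named, 83 kept their direction and side of the threshold under every alternative with a test. Of the values of named genes, 8 were weaker, 20 stronger and 5 reversed, 19 of all these under library size alone. Another 74, with one library left out, moved by more than the spread between replicates.

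Deviations of same-numbered libraries from their age's mean had a correlation of -0.0154 across genes, so the numbers give no sign of pairing, and the libraries come from different animals. With a replicate block, 1071 genes were higher in neonates and 1866 in adults, and 6 values of named genes crossed the threshold. Length and GC corrections, alone or with the block, were not run. With 2 libraries per age, no test of other groupings of the libraries can reach 0.05, and depth limits the genes under 1 CPM. Genes with a mean under 5 CPM, such as Rpl38 and Foxo6, have no value under that filter, and the mtDNA-encoded genes have none with only protein-coding genes, since they have no biotype in the gene table used.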

Differences from the paper's values

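No test in this part was chosen after its result was seen. The paper states 15 to 20 M reads per sample, and the deposited counts sum to between 36.3 M and 39.5 M per library. None of the alternatives set before the data were examined bears on these totals.

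The log2 fold change of Myoc was -8.90, and the paper's is about -9.6 in Fig. 1B, read by eye. That of Rps6 was -4.60 against the paper's about -7.4, that of Cpne1 -0.54 against the paper's about -5.9, and that of Rpl38 2.19 against the paper's about 4.1, all in Fig. 1B, read by eye. With limma-voom, an alternative set before the data were examined, the values were -9.53, -7.43, -5.87 and 4.46, within the replicate error of the paper's. The paper's methods name voom normalization for descriptive statistics and TMM in edgeR for differential genes. They do not state which gave the values of Fig. 1B. No other alternative with a test closed the gap for these genes, and Rpl38 has no value with a mean of at least 5 CPM. For Myoc, the value without adult replicate 1, -9.16, was within it as well.

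Of the genes counted as shared or expressed at one age, 1.21% were expressed in neonates alone and 3.48% in adults alone, and the paper states less than 0.25%. With a mean of at least 5 CPM the shares were 0.0354% and 0.0707%, within the paper's bound. That filter leaves out most genes under 1 CPM at one age, so the low shares follow from it and do not explain the difference. They were 1.22% and 3.47% with all genes kept and 0.978% and 3.05% with only protein-coding genes, outside it.

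The paper names or shows the following genes as higher in neonates. Several appear only in heat maps of enriched gene sets, a result for the set and not for each gene. The adjusted p of the genes listed was over 0.05 in edgeR's quasi-likelihood test. Their log2 fold changes were Coq9 0.20, Dld 0.14, Dnajc15 0.11, Pink1 0.0027, Ankrd37 0.44, Anln 0.41, Gpi 0.21, Coro1c 0.16, Hk2 0.12, Eno1 0.078, Ldha 0.067 and Rpl38 2.19, and those of Pgk1 -0.041 and Bnip3 -0.044 had the opposite sign. Library size alone called Pgk1 and Bnip3 as lower in neonates. For Ldha and Bnip3 the paper also reports higher levels in neonates by real-time PCR, which was not analysed here. A replicate block called Gpi, and limma-voom and a replicate block called Rpl38. Cfb is higher in neonates in the paper, and the entry with more reads was at -1.25, while the other entry was at 5.20. No entry was tested for Ndufa10 and Pcdhb15.

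The paper names or shows the following genes as higher in adults. Several appear only in heat maps of enriched gene sets, a result for the set and not for each gene. The adjusted p of the genes listed was over 0.05 in edgeR's quasi-likelihood test. Library size alone called Sod2, Smad3, Sin3a, Rps6ka5, Pik3ca, Mapk3, Mapk14, Sos1, Ikbkg, Tab1, Ripk1, Smad7, Tgfb2, Map2k1 and Foxo6 in the paper's direction. Their reported log2 fold changes were Sod2 -0.19, Smad3 -0.092, Sin3a -0.047, Rps6ka5 -0.30, Pik3ca -0.20, Mapk3 -0.12, Mapk14 -0.046, Sos1 -0.032, Ikbkg -0.62, Tab1 -0.15, Ripk1 -0.076, Smad7 -0.12, Tgfb2 -0.091, Map2k1 0.019 and Foxo6 -1.41. A mean of at least 5 CPM also called Sod2, Rps6ka5 and Pik3ca, limma-voom called Rps6ka5, Foxo6 and Cpne1, only protein-coding genes called Foxo6, and a replicate block called Rps6ka5, Pik3ca, Foxo6, Cpne1 and Slc25a22. No setting called Rps6ka1 -0.15, Chuk 0.022, Map3k14 0.083, Fos -0.29 or Egf -0.26 as higher in adults, and Slc25a22 -0.38 was called with the block alone. Akt1 is higher in adults in the paper, and was higher in neonates at 0.24 (adjusted p = 0.021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).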

Other observations

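The tests of residual blood, of parathyroid tissue as the source of the ox/phos genes and of macrophages were chosen beforehand, and those of shared reads and of the size of the ox/phos excess against hemoglobin only after the result was seen, as were the random gene lists.

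Nuclear-encoded ox/phos genes were higher than the adult mean by a median of 65.5% in neonate replicate 1 and 49.5% in neonate replicate 2, a ratio of 1.32. Parathyroid tissue as the whole source predicts a ratio near that of Pth, 8.51, which was not seen. A part from that tissue is not excluded, since the ox/phos ratio lies between 8.51 and 1. Residual blood predicts a ratio near that of the hemoglobin excess, 2.17, and the ox/phos ratio lies between this and 1, so the pattern cannot be told apart from a part that comes from blood. The excess of these genes took 0.227% and 0.196% of all counts in the neonatal libraries and that of hemoglobin 0.873% and 0.398%, or 0.260 and 0.493 ox/phos counts per hemoglobin count. Both are above the under 0.1 set for residual blood as the cause and below the 0.5 set for another source, so the size speaks against blood as the whole source and leaves open a part that comes from blood. Ribosomal protein genes had an excess ratio of 1.01, away from the hemoglobin ratio. Hemoglobin genes took 1.16% and 0.682% of the counts in neonates and 0.302% and 0.267% in adults. Relative to all genes, the median of complex I was 0.63 to 0.67 over the alternatives that kept all libraries, so filters do not account for it. With each library left out in turn it ran from 0.60 to 0.72. A scaling that shifts all genes alike cannot move this value, and under library size alone 52 genes of complexes I, III and IV were higher in neonates at an adjusted p under 0.05, against 65 reported. Gene length and GC content were not tested, and age and any difference in dissection between ages coincide in this design.

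Higher levels of cytokine pathway genes in adults may come from more macrophage RNA in the adult pools. Of 5 macrophage markers, 3 (Cd163, Csf1r and Mrc1) were higher in adults at an adjusted p under 0.05 and 1 (Aif1) was higher in neonates, so the pattern cannot be told apart from more macrophage RNA in the adult pools.

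The level of Rps6 was 4.15% of the median ribosomal protein gene, and its counts are fractional, in line with reads shared between near-identical gene copies, though 72 of 83 ribosomal protein genes have fractional counts as well. Slc25a22 and Cpne1 are absent from one library each, and 2 of these 2 entries have fractional counts in the others, which suggests reads shared between near-identical gene copies. Both changes with age cannot be told apart from that sharing.

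For random lists of genes of similar level, 10000 per family, the median log2 fold change of complex I was higher than all of the lists and that of protocadherins was lower than all, while the Slc25 carriers were higher than 25.5% and glycolysis than 44.8%. No biological explanation was tested.

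Among the genes that the paper chose for real-time PCR, the log2 fold change in the libraries was 0.92 for Ndufs5, 1.11 for Cox5a and -0.044 for Bnip3. By that PCR the paper reports a rise of its chosen genes in neonates. In the libraries 10 of these 11 genes had a higher mean in neonates, 9 at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Ldha (0.067) and Bnip3 did not pass, so libraries and PCR differ for them. Of 5 genes of sympathetic neurons, Npy (2.00), Slc6a2 (1.65), Prph (0.61) and Stmn2 (0.59) were higher in neonates at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Chrna3 (0.096) was not. The Y-linked gene Kdm5d had 36.9 and 14.6 CPM in neonates and 46.6 and 50.6 CPM in adults, and Eif2s3y, also Y-linked, had 60.9 and 33.0 CPM in neonates and 55.7 and 53.7 CPM in adults. The entries of Cfb summed gave a log2 fold change of -0.28.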
